A study of Mus musculus with 2 samples. Its data were reported in "Maternal asthma imprints fetal lung ILC2s via glucocorticoid signaling leading to worsened allergic airway inflammation in murine adult offspring" (2025).

How the data were processed

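Nuclei of fetal mouse lung were profiled with a kit that reads the RNA and the accessible chromatin of the same nucleus. Fetal lungs were collected on gestation day 18 from mothers made asthmatic with ovalbumin (OVA) or given PBS, and 8 fetuses (OVA) or 9 fetuses (PBS) were pooled. Group 2 innate lymphoid cells (ILC2s), CD45+ immune cells and EpCAM+ epithelial cells were sorted and mixed before nuclei were isolated. There was 1 library per group, and per the study each came from a single dam. The labels gave the group of each library. Adult and dexamethasone libraries of the study were not analysed here.

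The authors deposited raw counts as Cell Ranger ARC 2.0.1 wrote them for its called barcodes: whole numbers of unique molecular identifiers (UMIs) for 32285 gene features and whole transposition counts for peaks called in each library separately. No normalization had been applied to the deposited counts. Coordinates were on mm10 (GRCm38), the build the study's methods name. Of the 32272 gene features with coordinates, 32222 were found in GENCODE M21, and the starts overlapped for 99.85% of the features. Gene names shared by 2 or more features (78 names) were kept as separate features.

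Nuclei with at least 200 detected genes and at most 60% mitochondrial UMIs were kept, as in the study's gene expression analysis. For its joint analysis with chromatin the study also filtered on counts, nucleosome signal and enrichment at gene starts. Of those filters, the one on counts (1000 to 25000 gene UMIs and 1000 to 100000 accessibility counts) was used here as an alternative only. In the PBS library 1919 of 8019 barcodes had fewer than 200 genes and 2400 were above 60% mitochondrial UMIs. In the OVA library 454 and 457 of 5960 barcodes failed these limits. Doublets were scored in each library by the share of simulated doublets (2 per nucleus) among a nucleus's nearest neighbours, and the share expected at 0.8% per 1000 barcodes was called. This marked 308 PBS nuclei (6.74%) and 259 OVA nuclei (4.94%), whose median UMI counts were 3281 and 4796. After their removal 4264 PBS and 4987 OVA nuclei remained.

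Both libraries were clustered together without integration, on 3000 variable genes, 30 principal components, 15 neighbours and Leiden resolution 1.0. Mitochondrial genes and all genes of the lists and panels compared below were left out of the clustering. Clusters were named "X-like" from fixed markers of 22 types. A name needed at least 3 markers detected in at least 5% of nuclei and raised at least 1.5-fold, a mean log2 fold at least 1.0 above the next type with 3 such markers, and among the top 10 genes no marker of any other type with 3 such markers, nor more markers of any type than its own. The doublet rule, the neighbour search and the naming lead were set after clusters had been seen and before any gene ratio between libraries was computed. The naming rule left 5.63% of PBS nuclei and 4.31% of OVA nuclei unnamed. These were a stromal cluster of 398 nuclei, which fell short of the naming lead, and a cluster of 57 nuclei, which passed the lead for endothelium but had haemoglobin genes among its top 10. The Macrophage-like class joined 4 clusters, of which the largest ones held 239 PBS and 879 OVA nuclei and 757 PBS and 339 OVA nuclei, so those clusters followed the library in part. The Fibroblast-like clusters did so too, with 368 PBS and 1011 OVA nuclei in one and 551 PBS and 159 OVA nuclei in the other.

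UMIs were summed over the nuclei of a type in each library and divided by all gene UMIs of those nuclei, mitochondrial UMIs included, to give counts per 1000000 (CPM). The denominator holds all gene UMIs, as in the study's scaling of each nucleus to its total, but with UMIs pooled over nuclei the deep nuclei weigh more. The mean of the CPM of single nuclei was an alternative, and gave 0.92 for Nr3c1 in ILC2-like nuclei against 0.96. The same alternative gave 0.38 for Gata3 against 0.30, and 0.34 for Il1rl1 against 0.26. A sum was given an exact 95% Poisson interval, a share an exact Clopper-Pearson interval and a ratio of CPM an exact conditional binomial interval. All intervals cover counting error only. With 1 library per group no test between groups was possible, so no p-value is given, and the values compare these libraries and not the conditions. Ratios are log2 of OVA over PBS.

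Genes were named by a rule of size. The text names the focus genes Nr3c1, Gata3 and Il1rl1 and a panel of 6 ILC2 genes. It adds the 5 genes with the highest and the 5 with the lowest CPM ratio in ILC2-like nuclei, and 3 and 3 in Macrophage-like and alveolar type 2 (AT2)-like nuclei. Those had to be nuclear genes with at least 100 UMIs over both libraries, a ratio of at least 2 either way and an interval that left out equality. This rule, the comparisons, the lists, the markers and 145 of the 151 alternatives to the main settings were chosen before the data were examined.

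There were 7 gene lists. The study's own 4 lists cover activation, proliferation, a glucocorticoid (GC) signature and genes raised in fetal ILC2s after dexamethasone (DEX). Canonical targets of the glucocorticoid receptor (GR), mitotic genes and dissociation stress genes were added from general knowledge. Names were matched to the gene features directly or through older symbols (22 GC signature genes), and 7 of the 178 GC signature genes had no match. A list's median log2 ratio used members with at least 10 UMIs over both libraries and 0.5 added to each count. Its percentile was taken among 10000 random lists of the same size, each member replaced by 1 of the 100 genes nearest in mean expression, and its interval came from 2000 Poisson redraws. Such a percentile describes these libraries. Counts of genes past 2-fold were medians over 25 draws in which every sum was thinned to 348332 UMIs, the smallest of them. Shares of nuclei with a UMI were compared after each nucleus was thinned to 500 nuclear-gene UMIs, and shallower nuclei were left out.

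ILC2-like nuclei, thinned in the same way, were sub-clustered on 1000 variable genes, 10 components and resolution 0.5. The 1866 genes with at least 10 UMIs that differed at least 1.5-fold between the libraries were left out, which pulls the distance between the libraries toward 0. The distance is the total variation distance, the largest difference in share that any grouping of sub-clusters gives. For accessibility, transposition counts of ILC2-like nuclei were summed over peaks that overlapped between the libraries by at least 1 bp and lay within 100 kb of a gene's start, per 1000000 counts in all overlapping peaks.

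The ratio, list and count steps were tested on simulated counts for ILC2-like nuclei, OVA against PBS, over 1370 genes of which 200 were changed. The interval held the simulated value in 95.8% of cases at 2-fold and 96.0% at 4-fold, every changed gene had the right direction, and 0.034% and 0.019% of unchanged genes passed 2-fold. The ratio pooled over strata was tested with the nuclear-gene UMIs of the 13 strata of ILC2-like nuclei used for it. It gave a median of 1.00 for a simulated log2 ratio of 1, and the interval held that value in 94.2% of draws. Depth was 11473351 gene UMIs in the PBS library and 13774959 in the OVA library before filters. Alternatives covered scaling, thinning, nucleus filters, doublets, clustering resolution, count minimums, the count added, sex-linked subsets of nuclei and peak windows. The software was Python 3.11.15 with scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.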

Results

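The RNA and accessible chromatin of single nuclei were measured in fetal lung on gestation day 18. The data held 1 library of 9 pooled fetuses of PBS mothers and 1 library of 8 pooled fetuses of OVA-asthmatic mothers. The PBS library had 8019 barcodes with 11473351 gene UMIs and 66520943 transposition counts in 134977 peaks. The OVA library had 5960 barcodes with 13774959 gene UMIs and 51197323 transposition counts in 120379 peaks. Mitochondrial genes took 45.2% of gene UMIs in the PBS library and 29.2% in the OVA library. The filters and doublet removal kept 53.2% of PBS barcodes and 83.7% of OVA barcodes. Kept nuclei had a median of 1112 UMIs and 481 genes in the PBS library and 1818 UMIs and 814 genes in the OVA library. There were no replicate libraries, so no difference below has a replicate check, and all intervals are 95% intervals for counting error only.

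Clusters with the markers of 15 types were named, and 9 types had at least 50 nuclei in each library. ILC2-like nuclei numbered 368 in the PBS library and 485 in the OVA library. Their leading genes were Ikzf3, Calca, Icos, Gata3 and Skap1. They made up 8.63% of PBS nuclei (7.80 to 9.51, Clopper-Pearson) and 9.73% of OVA nuclei (8.92 to 10.6), a difference of 1.09 percentage points (-0.083 to 2.26) that was within counting error. Macrophage-like nuclei made up 27.2% and 28.3% of nuclei, a difference of 1.09 points (-0.77 to 2.95). AT2-like nuclei made up 9.92% of PBS nuclei and 6.08% of OVA nuclei, a difference of -3.84 points (-4.94 to -2.72). Sorted populations had been mixed, so these shares describe the libraries and not the lung. Keeping at most 20% mitochondrial UMIs moved the AT2-like difference most, to 0.22 points.

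The mitochondrial share of UMIs in ILC2-like nuclei was 42.5% (42.3 to 42.7) in the PBS library and 29.6% (29.5 to 29.7) in the OVA library. The difference was -12.9 points (-13.1 to -12.7). All 9 types with at least 50 nuclei per library had a lower share in the OVA library. These UMIs enter the denominator of the CPM. In ILC2-like nuclei the median log2 ratio of the 1370 genes with at least 100 UMIs (13 of them mitochondrial) was 0.45, and 84.1% of them were above 0. Over nuclear-gene UMIs alone the median was 0.16 and 64.0% were above 0. The median was 0.37 in Macrophage-like nuclei and 0.36 in AT2-like nuclei, and 0.15 and 0.093 over nuclear-gene UMIs. The ratios of the focus genes are therefore also given over nuclear-gene UMIs and relative to the median of all genes. That median takes only genes with at least 100 UMIs.

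**Figure D1:**
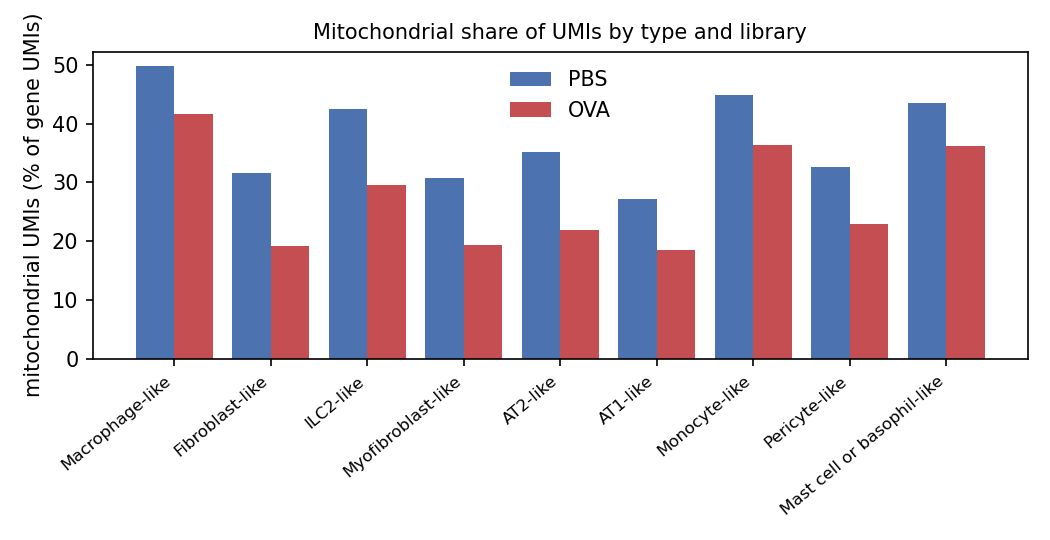
Mitochondrial UMIs as a percent of all gene UMIs (vertical axis) in the 9 cell types with at least 50 nuclei in each library (horizontal axis), with 1 bar per library. The OVA bar is the lower one in all 9 types, with 29.6% against 42.5% in ILC2-like nuclei.

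The study named Nr3c1 (glucocorticoid receptor), Gata3 (transcription factor) and Il1rl1 (IL-33 receptor) as raised in ILC2s of fetuses of asthmatic mothers. It also reported similar changes of their proteins by flow cytometry, which was not analysed here. The first comparison gave the RNA levels of these genes. Nr3c1 (ENSMUSG00000024431; GRCm38 chromosome 18, 39410545 to 39519421, minus strand) had 366 UMIs, or 1051 CPM (946 to 1164, Poisson), in PBS ILC2-like nuclei. In OVA ILC2-like nuclei it had 1481 UMIs, or 2039 CPM (1937 to 2146). The log2 ratio was 0.96 (0.79 to 1.13), a 1.94-fold difference. It was 0.66 (0.50 to 0.83) over nuclear-gene UMIs. Centring on the median of all genes moved it most, to 0.50.

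Gata3 (ENSMUSG00000015619; chromosome 2, 9857078 to 9890034, minus strand) had 266 UMIs in the PBS library (764 CPM, 675 to 861) and 685 in the OVA library (943 CPM, 874 to 1017). Its log2 ratio was 0.30 (0.098 to 0.51). Over nuclear-gene UMIs this ratio was 0.012 (-0.19 to 0.22), a difference not detectable at this depth, and relative to the median of all genes it was -0.15. Il1rl1 (ENSMUSG00000026069; chromosome 1, 40429570 to 40465415, plus strand) had 293 UMIs (841 CPM, 748 to 943) and 732 UMIs (1008 CPM, 936 to 1084). Its log2 ratio was 0.26 (0.064 to 0.46), against -0.031 (-0.23 to 0.17) over nuclear-gene UMIs and -0.19 relative to the median of all genes.

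**Figure D2:**
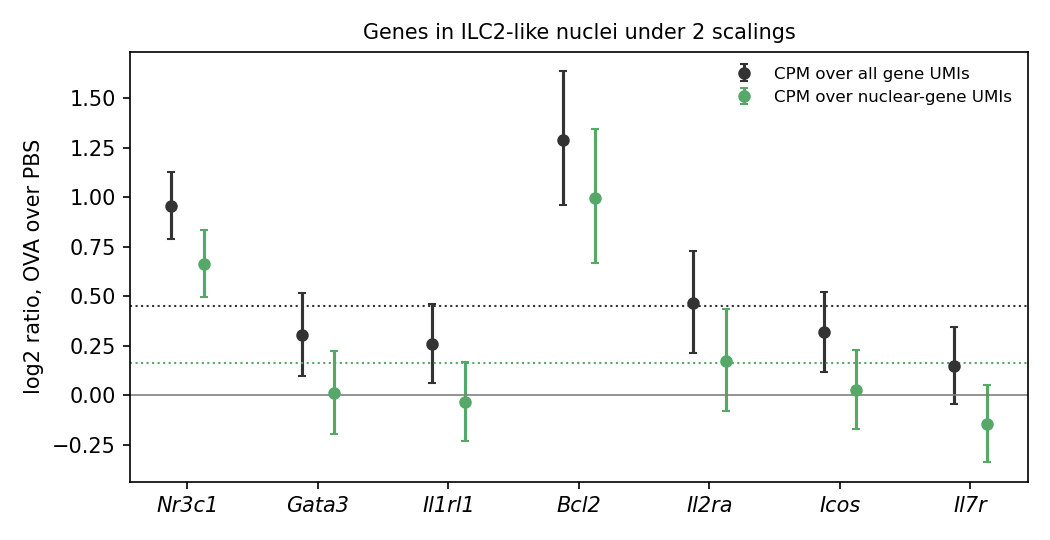
Log2 ratio of OVA over PBS (with 95% counting intervals) in ILC2-like nuclei, over all gene UMIs and over nuclear-gene UMIs. Shown are the focus genes and the panel genes Bcl2, Il2ra, Icos and Il7r, while the panel genes Il5 and Il13 are not drawn. The dotted lines are the medians of all 1370 genes, 0.45 and 0.16, and Gata3 and Il1rl1 lie below both.

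After each nucleus was thinned to 500 nuclear-gene UMIs, an Nr3c1 UMI was found in 52.9% of 155 PBS ILC2-like nuclei (44.7 to 61.0, Clopper-Pearson) and in 71.8% of 415 OVA ILC2-like nuclei (67.2 to 76.1). This left out 213 PBS and 70 OVA nuclei as too shallow. The unthinned shares were 54.9% and 83.1%, at median depths of 812 and 1268 UMIs. In Macrophage-like nuclei, with median depths of 1440 and 2222 UMIs, the thinned shares were 6.48% and 9.58%. Gata3 was found in 52.3% of thinned PBS nuclei and 41.4% of thinned OVA nuclei (unthinned, 43.2% and 62.7%), and Il1rl1 in 52.3% and 44.6% (unthinned, 46.5% and 64.5%). The thinned order of both genes ran against their CPM over all gene UMIs. Over nuclear-gene UMIs, which the thinning used, the log2 ratios were 0.012 for Gata3 and -0.031 for Il1rl1, with intervals that included 0. Those ratios took all ILC2-like nuclei. The intervals of the thinned Gata3 shares were 44.1 to 60.3 (PBS) and 36.7 to 46.4 (OVA). In the thinned nuclei the log2 ratios were -0.21 (-0.52 to 0.12) for Gata3 and -0.20 (-0.50 to 0.12) for Il1rl1. Both went the way of the shares, but their intervals included 0 too, so no order is read from these shares. In Macrophage-like nuclei the thinned shares were 0.24% and 0.15% for Gata3 and 1.65% and 2.34% for Il1rl1.

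Among the panel genes in ILC2-like nuclei, Bcl2 had a log2 ratio of 1.29 (0.96 to 1.64) and Il13 one of 1.97 (0.75 to 3.48), or 1.0 (0.67 to 1.35) and 1.68 (0.45 to 3.19) over nuclear-gene UMIs. Il13 rested on 6 PBS and 49 OVA UMIs. Il2ra was at 0.47 (0.21 to 0.73) and Icos at 0.32 (0.12 to 0.52), and over nuclear-gene UMIs both intervals included 0. The interval of Il7r included 0 over all gene UMIs and over nuclear-gene UMIs. Relative to the median of all genes Icos was at -0.14 and Il7r at -0.30. Il5 had 0 UMIs in the PBS library, which allows up to 10.6 CPM (Poisson), and 7 in the OVA library (9.64 CPM), so a difference was not detectable at this depth.

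The rule of size gave 173 genes higher and 1 lower in ILC2-like nuclei without thinning. The highest log2 ratios were those of Akap12 (ENSMUSG00000038587) at 2.40 (1.47 to 3.50), Man1b1 (ENSMUSG00000036646) at 2.35 (1.56 to 3.26), Homer1 (ENSMUSG00000007617) at 2.32 (1.81 to 2.87), Mpp7 (ENSMUSG00000057440) at 2.19 (1.87 to 2.53) and Arih1 (ENSMUSG00000025234) at 2.04 (1.81 to 2.28). Over nuclear-gene UMIs these ranged from 1.75 to 2.11. The lower gene was Jun (ENSMUSG00000052684) at -1.0 (-1.59 to -0.41), or -1.30 over nuclear-gene UMIs. In Macrophage-like nuclei the highest were Prlr at 2.07, Mpp7 at 2.05 and Homer1 at 2.03, and the lowest were Fabp5 at -1.38, Sh3bgrl3 at -1.21 and Rhog at -1.19, which ranged from 1.81 to 1.86 and from -1.60 to -1.41 over nuclear-gene UMIs. In AT2-like nuclei the highest were Abtb2 at 2.37, Nr4a3 at 2.25 and F3 at 2.19 (1.92 to 2.10 over nuclear-gene UMIs), and no gene met the rule on the low side.

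The study compared how many genes were raised in ILC2s, macrophages and AT2 cells. With every sum thinned to 348332 UMIs, 104 of 849 ILC2-like genes (12.2%; 96 to 113 over 25 draws) were at least 2-fold higher in the OVA library and 1 was at least 2-fold lower. In Macrophage-like nuclei 47 of 754 genes (6.23%; 39 to 53) were higher and 4 lower. In AT2-like nuclei 81 of 955 genes (8.48%; 74 to 90) were higher and 0 lower. These are medians over draws and name no fixed set of genes. Sums drawn with no difference but counting error gave at most 2 such genes in any draw. In number of genes a minimum of 30 UMIs moved these counts most, to 348, 277 and 343 higher genes. With ratios centred on the median, 26 genes were higher in ILC2-like, 6 in Macrophage-like and 16 in AT2-like nuclei, with 17, 55 and 20 lower. Over nuclear-gene UMIs 42, 15 and 30 genes were higher and 8, 22 and 9 lower, so lower genes outnumbered higher ones in Macrophage-like nuclei under both of these scalings.

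Gene lists were compared to ask whether genes of activation, proliferation and glucocorticoid signalling were raised in ILC2-like nuclei. The median log2 ratio was 0.40 (0.088 to 0.66) over 16 activation genes, at percentile 72.8 of the random lists. It was 0.30 (0.18 to 0.59) over 27 proliferation genes, at percentile 42.0, and 0.37 (0.25 to 0.45) over 124 GC signature genes, at percentile 70.0. The 65 DEX exposure genes had a median of 0.57 (0.50 to 0.72), at percentile 99.7, where the middle 95% of random lists ran from 0.22 to 0.50. Over nuclear-gene UMIs their median was 0.27, with 49 genes above 0. The same list was at percentile 23.4 in Macrophage-like nuclei and 74.6 in AT2-like nuclei. Other lists lay at the ends of the random lists there: proliferation at percentile 1.17 in Macrophage-like and 99.3 in AT2-like nuclei, and canonical GR targets at 1.06 in Macrophage-like nuclei. The 18 canonical GR targets had a median of 0.29 (0.10 to 0.54), at percentile 39.0, and the 16 mitotic genes 0.23 (0.042 to 0.84), at percentile 79.7. The 18 dissociation stress genes had a median of -0.021 (-0.13 to 0.22), at percentile 0.52. They were at percentile 0.09 in Macrophage-like and 72.3 in AT2-like nuclei. The random lists were matched in expression and not in gene length. In ILC2-like nuclei the median ratio over nuclear-gene UMIs was 0.30 for genes longer than 133 kb, ribosomal protein genes left out. It was -0.025 for those shorter than 28.3 kb. How far gene length sets the percentiles of DEX exposure and stress genes was not tested. Members shared with another list numbered 4 for activation, 4 for proliferation, 9 for GC signature, 6 for DEX exposure, 6 for GR targets, 0 for mitotic and 1 for stress genes. Centring moved the medians of the study's own lists most: activation to -0.052, proliferation to -0.15, GC signature to -0.084 and DEX exposure to 0.11.

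**Figure D3:**
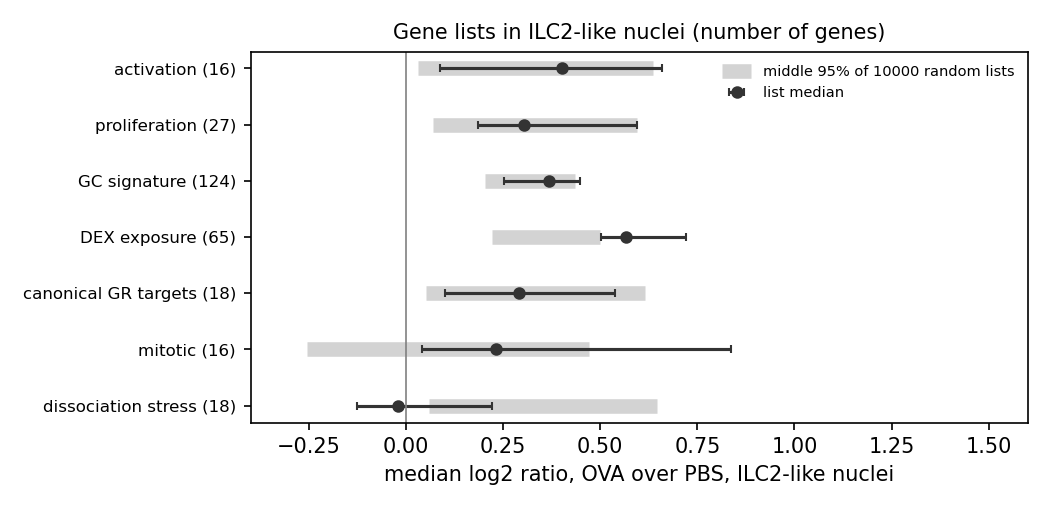
Median log2 ratio of OVA over PBS in ILC2-like nuclei for 7 gene lists (points, with 95% counting intervals), with the number of genes in brackets and the middle 95% of 10000 random lists as grey bars. DEX exposure lies above its grey bar at 0.57 and dissociation stress below its own at -0.021; relative to the median of all genes, all but DEX exposure are below 0.

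Nr3c1 was then compared across cell types, since the study placed its highest level in ILC2s. In both libraries ILC2-like nuclei had the highest Nr3c1 CPM of the named types with at least 50 nuclei. Next came Mast cell or basophil-like nuclei, with 575 CPM (413 to 781) in the PBS library and 1029 CPM (897 to 1175) in the OVA library. ILC2-like nuclei exceeded them by log2 0.87 (0.40 to 1.37) and 0.99 (0.78 to 1.2). Across the alternatives tried these differences ranged from 0.79 to 0.91 and from 0.84 to 1.05.

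The size of the Nr3c1 difference between libraries was compared between types. In Macrophage-like nuclei the log2 ratio was 0.87 (0.58 to 1.16), from 130 and 434 UMIs, and the ILC2-like ratio exceeded it by 0.091 (-0.24 to 0.41), which was within counting error. In AT2-like nuclei it was 0.13 (-0.24 to 0.51), and the ILC2-like ratio exceeded it by 0.82 (0.41 to 1.22). Mast cell or basophil-like nuclei had a ratio of 0.84 (0.35 to 1.36) and AT1-like nuclei one of 0.48 (0.12 to 0.84). The intervals of the Fibroblast-like, Myofibroblast-like, Monocyte-like and Pericyte-like ratios included 0. Over nuclear-gene UMIs the ratio was 0.65 (0.36 to 0.94) in Macrophage-like, -0.13 (-0.51 to 0.24) in AT2-like and 0.66 (0.18 to 1.18) in Mast cell or basophil-like nuclei. In AT1-like nuclei it was then 0.31 (-0.043 to 0.68), an interval that included 0.

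**Figure D4:**
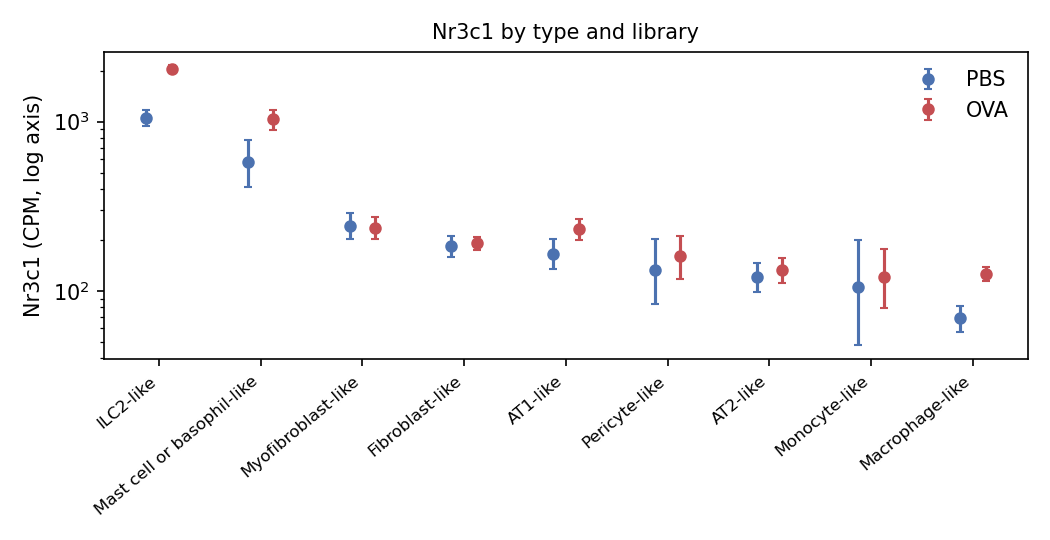
Nr3c1 CPM (log axis) by cell type and library, with 95% Poisson intervals. ILC2-like nuclei are highest in both libraries, at 1051 CPM (PBS) and 2039 CPM (OVA).

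The shares of ILC2 sub-clusters were compared as well. Thinned ILC2-like nuclei formed 2 sub-clusters. The first, led by Ank and Ltbp1, held 56.1% of 155 PBS nuclei (47.9 to 64.1) and 60.2% of 415 OVA nuclei (55.4 to 65.0). The total variation distance between the libraries was 0.041, below the 0.105 that counting error alone can give. Genes that differ between the libraries had been left out, and with those genes kept it was 0.42. Without thinning it was 0.50, the alternative that moved it most.

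Accessibility was measured in the same nuclei, to ask whether the chromatin near these genes was more open. Within 100 kb of the Gata3 start, 15 overlapping peaks (12919 bp in the PBS library, 14090 bp in the OVA library) held 599 and 913 transposition counts, or 232 and 258 per 1000000 counts in overlapping peaks. The log2 ratio was 0.16 (0.0053 to 0.31), and per kb of peak it was 0.030. For Nr3c1, 25 peaks (20822 and 21039 bp) held 704 and 1040 counts, with a log2 ratio of 0.11 (-0.029 to 0.25), or 0.096 per kb. For Il1rl1, 35 peaks (29794 and 30998 bp) held 919 and 1404 counts, with a ratio of 0.16 (0.038 to 0.28), or 0.10 per kb. Within 2 kb of the start the Gata3 and Il1rl1 ratios were -0.14 and -0.14. Both of those intervals included 0. With doublet calls kept the 100 kb ratios were 0.14 (-0.0042 to 0.29) for Gata3 and 0.11 (-0.0026 to 0.23) for Il1rl1, and both intervals included 0.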

Values the study reported

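The study reported 4 sub-clusters of ILC2s in the fetal lung. Its gene expression filters removed nuclei with over 60% mitochondrial genes or under 200 detected genes.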

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

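Tests chosen only after the data were seen were the thinning of sums to equal nuclear-gene UMIs (for the counts of genes past 2-fold) and, for the genes named by size and the panel, both scaling alternatives. No paired analysis was possible because each group had 1 library. All alternatives written beforehand gave a value. Of 151 alternatives to the results the comparisons are about, 73 kept the value within its interval (counts within 1.5-fold) and 59 moved it further. The other 19 reversed the sign of a value whose interval left out 0. Of 40 for single named genes, 25 were the same, 14 moved and 1 reversed. Where the interval included 0, a change of sign was counted as the same or moved, as for Il7r and the Macrophage-like share. The level of Nr3c1 in ILC2-like nuclei over the next type, the differences of its ratio from Macrophage-like and AT2-like nuclei, and its accessibility kept their values under every alternative run. The Nr3c1 ratio kept its direction in all 11, from 0.50 to 1.2.

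Leaving mitochondrial UMIs out of the denominator lowers every ratio of a type by 1 amount. In ILC2-like nuclei it gave 0.66 for Nr3c1, 0.012 for Gata3 and -0.031 for Il1rl1. List medians became 0.077 for GC signature, 0.27 for DEX exposure, -0.0009 for canonical GR targets, -0.31 for dissociation stress, -0.061 for mitotic and 0.011 for proliferation genes. The activation median became 0.11, within the interval of its main value. The genes at least 2-fold higher and lower became 42 and 8 in ILC2-like, 15 and 22 in Macrophage-like and 30 and 9 in AT2-like nuclei. Also leaving out Gm42418 and AY036118, which overlap ribosomal RNA, gave 0.59 for Nr3c1, -0.059 for Gata3 and -0.10 for Il1rl1.

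Centring on the median of genes with at least 100 UMIs likewise shifts all ratios of a type alike. It gave 0.50 for Nr3c1, -0.15 for Gata3, -0.19 for Il1rl1 and -0.14 for Icos. List medians became -0.052 for activation, -0.15 for proliferation, -0.084 for GC signature, 0.11 for DEX exposure, -0.16 for canonical GR targets, -0.22 for mitotic and -0.47 for dissociation stress genes. Counts of higher and lower genes became 26 and 17 in ILC2-like, 6 and 55 in Macrophage-like and 16 and 20 in AT2-like nuclei.

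Thinning each nucleus to 500 nuclear-gene UMIs gave 0.72 for Nr3c1, -0.21 for Gata3 and -0.20 for Il1rl1, and the cause was not tested. Keeping nuclei with at most 20% mitochondrial UMIs, 380 in the PBS and 1302 in the OVA library, gave -0.28 (-1.13 to 0.70) for Gata3 and -0.013 (-0.89 to 1.02) for Il1rl1, from 12 and 11 PBS UMIs, so the sign of neither is settled. Nr3c1 was at 0.87 (0.046 to 1.84), also from 12 PBS UMIs. Under that filter the share differences were 3.10 points for ILC2-like, -1.26 for Macrophage-like and 0.22 for AT2-like nuclei, and the mitochondrial difference was -0.14 points, which the filter itself bounds. With the study's joint filter on counts Gata3 was at 0.17 (-0.11 to 0.45) and Il1rl1 at 0.19 (-0.075 to 0.47), and both intervals included 0. Nr3c1 was then at 1.09 (0.85 to 1.34). In nuclei with a Y-linked UMI and no Xist UMI the ratios were 0.71 for Nr3c1, 0.045 for Gata3 and 0.032 for Il1rl1. With a Xist UMI and no Y-linked UMI they were 1.2 for Nr3c1, 0.38 (-0.13 to 0.91) for Gata3 and 0.53 for Il1rl1. The cause of these moves was not tested.

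A minimum of 30 UMIs, which admits more genes and more counting error, gave 348 higher and 18 lower genes in ILC2-like, 277 and 32 in Macrophage-like and 343 and 17 in AT2-like nuclei. A minimum of 300 UMIs, which admits fewer genes, gave 32 and 0 in ILC2-like and 6 and 1 in Macrophage-like nuclei, and 9 higher in AT2-like nuclei. Without thinning of the sums the counts of higher genes were 173 in ILC2-like, 161 in Macrophage-like and 159 in AT2-like nuclei, and 10 genes were lower in Macrophage-like nuclei, since deeper sums bring more genes past the minimum. Sums thinned to equal nuclear-gene UMIs gave 41 higher and 9 lower genes in ILC2-like, 16 and 25 in Macrophage-like and 24 and 5 in AT2-like nuclei. With doublet calls kept, 0 genes were lower in ILC2-like nuclei. ILC2-like nuclei had the most higher genes of these types under each of these settings.

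A minimum of 50 UMIs for list members gave a mitotic median of 1.27, from 5 genes, at percentile 99.87 in place of 79.7. It moved the percentile of GC signature from 70.0 to 31.2 and that of activation from 72.8 to 37.5. Proliferation was then at 56.7 and canonical GR targets at 46.8. DEX exposure (99.8) and dissociation stress genes (0.47) stayed at the ends of the random lists. Summing the CPM of a list gave 0.34 for dissociation stress genes, and the cause was not tested. At Leiden resolution 2.0 the Macrophage-like share difference was 9.36 points, where a cluster of 428 PBS and 100 OVA nuclei stayed unnamed. The sub-cluster distance was 0.18 at resolution 1.0, with 9 sub-clusters, 0.42 with the genes that differ between libraries kept and 0.50 without thinning. Within 2 kb of the start the accessibility ratio was -0.14 for Gata3 and -0.14 for Il1rl1, from fewer counts. The depth of the PBS library limits the ILC2-like comparisons, since 213 of its 368 nuclei fell under 500 nuclear-gene UMIs.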

Other observations

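Tests chosen only after the result was seen were those of a change special to ILC2-like nuclei, ribosomal protein genes, RNA of other cells, sub-cluster strata, the mitochondrial share by type, the sex mix of all nuclei, ratios shared between types and Bcl2.

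Most genes had a higher CPM in OVA than in PBS ILC2-like nuclei, with a median log2 ratio of 0.45. Mitochondrial UMIs in the denominator were not the whole cause, because over nuclear-gene UMIs the median was still 0.16, above the limit of 0.1 set for this test. Also leaving out Gm42418 and AY036118, which overlap ribosomal RNA, gave 0.090, under that limit, with 58.2% of genes above 0. That value was computed after the others had been seen. Little of the shift was thus left once both sets of UMIs were out of the denominator. A change found in ILC2-like nuclei alone is argued against by the other types, since 8 of 8 with at least 50 nuclei per library had a median above 0.1, from 0.19 to 0.44. Over nuclear-gene UMIs only 3 of the 8 did, with 0.15 in Macrophage-like, 0.11 in Myofibroblast-like and 0.23 in Monocyte-like nuclei, so for most types the mitochondrial denominator is part of this. The test first written for this took the ILC2-like median minus the higher of the Macrophage-like and AT2-like medians. It gave 0.089, above 0, which is what a special change needed, and it was replaced after that was seen. Over all gene UMIs a part of the shift that is larger in ILC2-like nuclei therefore stays open. Over nuclear-gene UMIs the ILC2-like median of 0.16 was near the 0.15 of Macrophage-like nuclei. It was below the 0.23 of Monocyte-like nuclei and above the 0.093 of AT2-like nuclei. Less cytoplasmic RNA in the OVA library may contribute. Ribosomal protein genes had a median log2 ratio of -0.37 over nuclear-gene UMIs in ILC2-like nuclei, with 2 of 81 above 0. That value was seen before the test was written, so this stays open. The same median was -0.83 in Macrophage-like, -0.21 in AT2-like and -0.003 in Myofibroblast-like nuclei. The other ILC2-like genes had a median of 0.080, with 0.30 among genes longer than 133 kb and -0.025 among genes shorter than 28.3 kb. Library preparation and maternal asthma differ together here and cannot be told apart with 1 library per group.

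Nr3c1 was higher in OVA ILC2-like nuclei. The mitochondrial denominator is argued against as the whole cause by 0.66 (0.50 to 0.83) over nuclear-gene UMIs. Depth and mitochondrial share of the nuclei are argued against by a ratio of 0.83 (0.63 to 1.02) pooled over 13 strata of both. The 200 genes nearest in length had a median of 0.14, below the interval of Nr3c1. The prediction written beforehand took such a value as going against gene length. Nr3c1 exceeded 81.5% of those genes, so its ratio was not beyond the spread of single genes of its length. A median thus cannot decide this for 1 gene, and gene length stays open. The sex mix is argued against by ratios of 0.49 (0.19 to 0.82) in nuclei with Y-linked UMIs and 0.83 (0.41 to 1.27) in nuclei with Xist UMIs. RNA of other cells diluting the PBS ILC2-like nuclei would have raised ILC2 markers alike. The 12 markers with at least 30 UMIs had a median of 0.34 but moved apart from -1.29 to 1.19, for instance 0.88 (0.66 to 1.11) for Tox against -1.29 (-2.22 to -0.35) for Thy1. This was 1 of 4 measures tried. The median of 6 genes largely restricted to ILC2-like nuclei was 0.14. AT2 surfactant genes bounded the RNA of AT2 cells alone at 3.00%. The marker bound was 16.8% for Macrophage and 13.3% for Monocyte RNA, and a loose sum over all types gave 62.1%, or log2 1.40, which would have allowed it. A biological difference with maternal asthma stays open and untested beyond these libraries. So does a difference between the library preparations, such as less cytoplasmic RNA, which no test here addressed for Nr3c1. The Nr3c1 ratio in Macrophage-like nuclei, 0.65 (0.36 to 0.94) over nuclear-gene UMIs, differed from the ILC2-like one by less than counting error.

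Gata3 and Il1rl1 had a higher CPM in OVA ILC2-like nuclei, and this is consistent with the mitochondrial denominator, because over nuclear-gene UMIs the ratios were 0.012 and -0.031 with intervals that included 0. In these RNA counts that left nothing for the other explanations to account for, so they stay untested. Their values were, for Gata3, 0.073 pooled over strata, 0.054 for genes near in length (Gata3 at percentile 47.5), -0.17 in nuclei with Y-linked UMIs and 0.0076 in nuclei with Xist UMIs. For Il1rl1 they were -0.058, 0.032 (percentile 44.0), -0.18 and 0.16. The marker median of 0.34 is shared by both genes.

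Sub-cluster shares of thinned ILC2-like nuclei gave a distance of 0.041, within the 0.105 of counting error, and 0.083 within 4 strata of depth and mitochondrial share, where counting error reached 0.118. Genes that differ between the libraries had been left out, which pulls this distance toward 0, so it does not show that the shares were alike. With those genes kept it was 0.42, and at resolution 1.0 it was 0.18. The unthinned sub-clusters held 79.1% and 20.9% of PBS nuclei and 29.5% and 70.5% of OVA nuclei. They differed in median nuclear UMIs (452 and 996) and in median mitochondrial share (43.9% and 28.0%). Within 4 strata of these measures the distance was 0.22, above the 0.074 of counting error. In 6 finer strata it was 0.17, against 0.083. These strata therefore do not account for all of it, and depth within strata stays open. The number of sub-clusters here was 2. That is lower than the value quoted from the study above. At resolution 1.0 it was 9, which is higher, so the number follows the resolution.

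The lower mitochondrial share in the OVA library was not limited to a few cell types, since it held in 9 of 9 types. No biological explanation of it was tested. The number of genes at least 2-fold higher also differed between types over nuclear-gene UMIs, with 42 in ILC2-like, 15 in Macrophage-like and 30 in AT2-like nuclei, which argues against the mitochondrial denominator as the whole cause of that difference. Whether the types differ beyond these libraries was not tested.

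Bcl2 was noticed afterwards as higher in OVA ILC2-like nuclei and lower in OVA Macrophage-like nuclei. The latter rests on 20 PBS and 16 OVA UMIs, under the 100 set for naming genes. Over nuclear-gene UMIs the Macrophage-like ratio was -1.41 (-2.46 to -0.39). The mitochondrial denominator could only have raised that ratio, so its value there decides nothing. The ILC2-like ratio was 1.0 (0.67 to 1.35) over nuclear-gene UMIs, which argues against the denominator as the whole cause of the rise. RNA of ILC2-like nuclei at the level of Gata3 and Icos gave 12.7% of the PBS Macrophage-like Bcl2 UMIs, too little for a fall of 62.4%. A biological difference stays open, and at this count it is a hypothesis only.

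Of nuclei with either Y-linked or Xist UMIs but not both, 46.2% (43.9 to 48.6, Clopper-Pearson) in the PBS library and 72.0% (70.4 to 73.6) in the OVA library had Y-linked UMIs. In ILC2-like nuclei the shares were 55.9% and 76.6%. In the deeper nuclei they were 43.4% and 71.3%. The pools thus differed in sex mix.

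Across genes, which are not independent replicates, log2 ratios over nuclear-gene UMIs were correlated between types. Against Macrophage-like nuclei Pearson's r was 0.59 and Spearman's rho 0.54 over 1214 genes, and 50 of 57 genes at least 2-fold higher in ILC2-like nuclei were above 0 there and 6 at least 2-fold higher, while 65.8% of all compared genes were above 0. Against AT2-like nuclei r was 0.45 and rho 0.41 over 1024 genes, 29 of 38 were above 0 and 5 at least 2-fold higher, while 62.8% of all compared genes were above 0. Homer1 was at 2.02 in ILC2-like, 1.81 in Macrophage-like and 1.58 in AT2-like nuclei. Akap12 and Man1b1, the highest in ILC2-like nuclei, had lower ratios in those types. Akap12 was at 2.11, 0.23 and 0.10 and Man1b1 at 2.06, 0.19 and -0.13 in the same order.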
